A study of Saccharomyces cerevisiae with 83 samples.

How the data were processed

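Pools of haploid yeast cells of the YPS1009 background, each cell carrying a centromeric plasmid with 1 barcoded gene, were grown in competition, and plasmid barcodes were amplified and sequenced at the start (generation 0) and after 5 or 10 generations. Per the labels, 1 mL of frozen stock was inoculated at an OD600 of 0.05 into 100 mL of medium lacking histidine with nourseothricin (100 mg per L) and G418 (200 mg per L), grown at 30 °C, diluted again to an OD600 of 0.05 after 5 generations, and the barcodes were amplified with 20 PCR cycles. The generation 0 libraries came from what was left of the frozen stock. The series compares euploid strains with strains that have an extra copy of chromosome IV, VII, XII or XV, with and without the gene SSD1. The labels do not pair strain numbers with a karyotype or an SSD1 state, so strains are named by number only.

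The values deposited by the authors are whole-number counts of barcodes per gene, without normalization, in 1 table per batch. How reads were matched to barcodes, and whether any barcodes were merged or removed, is not stated per the labels. Each table holds 4872 names: an empty vector and 4871 gene entries, which stand for 4817 genes because 54 genes have 2 entries. Gene names were taken from the reference gene table of assembly R64, in which 4865 names matched; no coordinates were used, and a gene's chromosome was read from its systematic name. In batch 1, 62 names had no count in any library, and in batch 2, 92. No entry names SSD1, which is not analysed here.

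Each of the 83 libraries was assigned to a strain, batch, generation and replicate from its label. Within each batch, all libraries were fitted together with edgeR 4.0.16 (R 4.3.3): TMM scaling, the filterByExpr filter at a minimum count of 10, 1 coefficient per strain and generation, and quasi-likelihood F tests. The empty vector was left out of the fits, the TMM scaling and the library sizes used for CPM. It was kept in the total counts per library and in the shares of counts. The tests left 4615 names in batch 1 and 4579 in batch 2. A gene is described as called when its Benjamini-Hochberg adjusted p was under 0.05 within a comparison. All log2 changes are relative to the other plasmids of the pool. The comparisons were generation 10 or 5 against generation 0 within a strain, the departure from a constant rate (generation 10 minus 2 times generation 5 plus generation 0), the difference between strains in the generation 10 change (all 6 pairs of batch 1; each strain against AGY1611 in batch 2; 1 joint test per batch), and the difference between batches for the strains measured in both. The tests for each comparison and the rule for naming genes were set before the data were examined.

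The gene names given were those called in the same direction in every strain of a batch, up to 5 with the most negative and up to 5 with the most positive mean log2 change, and the most positive and most negative called gene of each strain difference, all with a mean of at least 50 counts per library at generation 0. Genes outside that rule are named where a count was 5 or fewer, and they were chosen after their values were seen. Values of single genes are given as CPM, the share of the TMM-scaled library total expressed in parts per 1e6 counts. Where all libraries of a group had 0 counts, the fold is given as a lower bound against a floor of 3 counts per library. Floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules.

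For a list of genes that fell, the list was taken from the other batch (genes called lower at generation 10 in both AGY1611 and AGY1613 there), and the median log2 ratio of CPM plus 1 was computed for each culture and compared between strains by a two-sided exact permutation test. Gene sets (cytosolic and mitochondrial ribosomal proteins, the proteasome, translation factors and the 16 chromosomes) were tested with camera at a preset correlation of 0.01 (limma 3.58.1), adjusted over all sets and contrasts. The lists of proteins matched 251 names.

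Alternatives were DESeq2 1.42.0, its median-of-ratios size factors within edgeR, library size alone, no filter, a minimum mean of 50 counts at generation 0, a block for each culture (the replicate letter or number that a generation 0 library shares with later libraries), a fit to the libraries of the comparison alone, summed counts of a gene's 2 entries, other pseudocounts and lists for the list change, fry or an estimated correlation for sets, and leaving out each library in turn. A further 2 were chosen after the data were seen: summing the counts of cultures A and B and of C and D in batch 1, and lists from strains that only the other batch holds. The pairing check correlated, across genes, the deviations of generation 0 and later libraries from their group means for each shared letter or number. Every such pair was over 0.1 in AGY1859 (0.206 to 0.536), AGY1860 (0.173 to 0.304 at generation 10) and AGY1863 (0.218 to 0.416), and not in the other strains, so the fits carried no block for culture and the block was kept as an alternative.

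The procedure was tested on simulated counts with 200 changed genes, in which all replicates were independent. Each simulated gene had the same spread in every group. In the data the median SD of log2 CPM between replicates was 0.06 to 0.11 at generation 0 and 0.32 to 0.60 at generation 10. The rates below may therefore not hold for these data. At the size of the AGY1611 generation 10 comparison, edgeR called 71.5% of the changed genes in batch 1 and 52.5% in batch 2. For the difference AGY1612 minus AGY1611 in batch 1 it called 51.5%, and for AGY1613 minus AGY1611 in batch 2, 33%. The joint tests called 53% in batch 1 and 29.5% in batch 2. Where genes were changed, 0% to 6.25% of edgeR's calls and 8.97% to 16.2% of DESeq2's were false at a threshold of 0.05, so larger DESeq2 counts hold a larger share of false calls in these simulations. Comparisons simulated without change gave 0 calls with edgeR and DESeq2. In simulated set tests the genes of chromosome XII were lowered. Of the other 19 sets, camera called 0, while fry called 8 in batch 1 and 4 in batch 2 and an estimated correlation 6 and 5. The sets of proteins were not kept free of chromosome XII genes, so not all of these calls need be false.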

Results

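Barcode counts were analysed from 83 libraries: 32 of batch 1 (4 strains, 4 replicates named A to D) and 51 of batch 2 (7 strains, 3 replicates). They came from 37 cultures of 9 strains. In batch 1, strains AGY1611, AGY1612, AGY1613 and AGY1614 were sampled at generations 0 and 10. In batch 2, AGY1611, AGY1613 and AGY1860 were sampled at generations 0, 5 and 10, AGY1859, AGY1862 and AGY1863 at generations 0 and 10, and AGY1861 at generations 0 and 5. Total counts per library ran from 3237303 to 8351355 at generation 0 and from 457053 to 2993246 at generation 10 of batch 1. In batch 2 they ran from 1298424 to 7559499 at generation 0, from 452054 to 5409233 at generation 5 and from 561486 to 3506174 at generation 10. The median standard deviation of log2 CPM between replicates was 0.06 to 0.11 at generation 0 over both batches. It was 0.30 to 0.46 at generation 5, 0.32 to 0.49 at generation 10 of batch 1, and 0.49 to 0.60 at generation 10 of batch 2. At generation 0 the 10 most abundant barcodes held 1.28% to 1.40% of counts in every library. Their share was 25.1% to 38.6% in AGY1861 at generation 5 and 7.46% to 12.6% in AGY1614 at generation 10. The change in the empty vector's share varied from a log2 value of -4.18 to 4.74 between cultures, so changes were not expressed relative to it. The -4.18 came from a culture with 0 counts at generation 10 and depends on the pseudocount.

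The labels state that the 4 replicates of batch 1 derive from 2 separate transformations and the 3 of batch 2 from 3, without saying which replicate came from which. Across 4658 genes, the log2 changes from generation 0 to 10 of cultures A and B, and of C and D, of the same strain had a mean Spearman correlation of 0.935 (8 pairs, 0.886 to 0.974). Cultures A or B against C or D of the same strain had a mean of 0.488 (16 pairs, 0.379 to 0.632; 0.396 in AGY1611 and in AGY1613, 0.604 in AGY1612 and 0.555 in AGY1614), and cultures of different strains in batch 1 a mean of 0.440 (96 pairs). Across batches, replicate 2 of AGY1611 and AGY1613 correlated with A and B of the same strain, and replicate 3 with C and D, at a mean of 0.934 (8 pairs, 0.907 to 0.970). Replicate 1 correlated with the batch 1 cultures of its strain at a mean of 0.452 (8 pairs). The remaining pairs of the same strain across batches had a mean of 0.375 (8 pairs), and pairs of different strains across batches 0.407 (264 pairs). In batch 2 the mean was 0.422 within strains (18 pairs) and 0.382 between strains (135 pairs). These correlations are across genes, which are not independent replicates. The 4 cultures of a batch 1 strain therefore fell into 2 groups that are seen in the correlations and are not named in the labels, and the 2 strains measured in both batches shared these groups across batches.

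**Figure D1:**
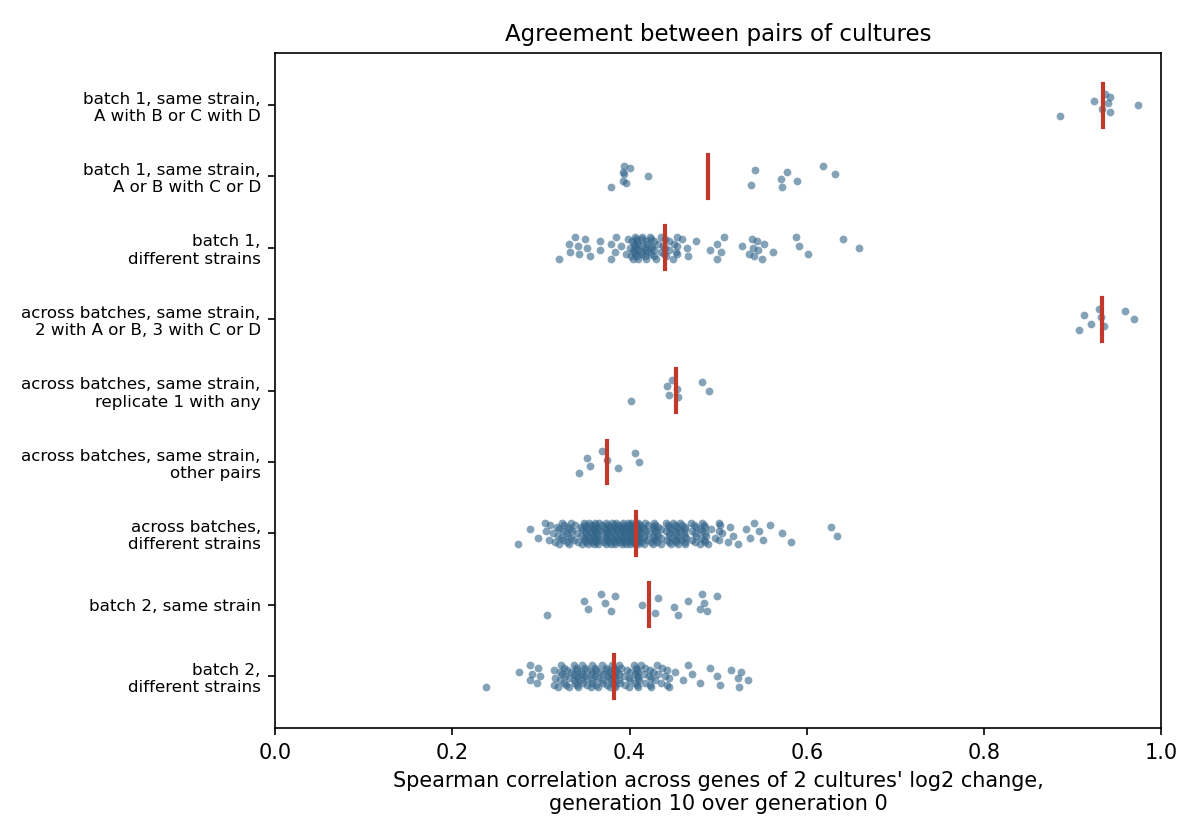
Spearman correlation across genes of the log2 change from generation 0 to 10 between pairs of cultures (points), by class of pair, with the mean of each class as a red line. Pairs A with B, C with D, and the matching pairs across batches (2 with A or B, 3 with C or D) lie between 0.886 and 0.974, and all other pairs lie at or below 0.659.

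The generation 10 comparison asks which extra gene copies changed the share of their carriers during growth. In batch 1, AGY1611 had 2205 called genes of 4615 (1097 lower, 1108 higher), AGY1612 had 1988 (1197 lower, 791 higher), AGY1613 had 1882 (983 lower, 899 higher) and AGY1614 had 2449 (1304 lower, 1145 higher). The alternative that moved these counts most was chosen after the correlations were seen: with the counts of A and B summed and those of C and D summed, so that each strain had 2 replicates, the counts were 592, 800, 452 and 1242. Of these, 587, 791, 442 and 1238 were among the genes called with 4 cultures. In batch 2, at 4579 genes tested, the counts were 865 in AGY1611 (516 lower, 349 higher), 520 in AGY1613 (321 lower, 199 higher), 665 in AGY1859 (428 lower, 237 higher), 960 in AGY1860 (674 lower, 286 higher), 833 in AGY1862 (526 lower, 307 higher) and 802 in AGY1863 (617 lower, 185 higher). The fit to the libraries of the comparison alone moved the batch 2 counts most, to 264 in AGY1859 and 369 in AGY1862. Leaving out the replicate 2 library of AGY1611 at generation 10 gave 574 in that strain. In AGY1613, leaving out the generation 0 library of replicate 1, 2 or 3 gave 340, 323 and 304. In AGY1859, leaving out that of replicate 3 gave 436.

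**Figure D2:**
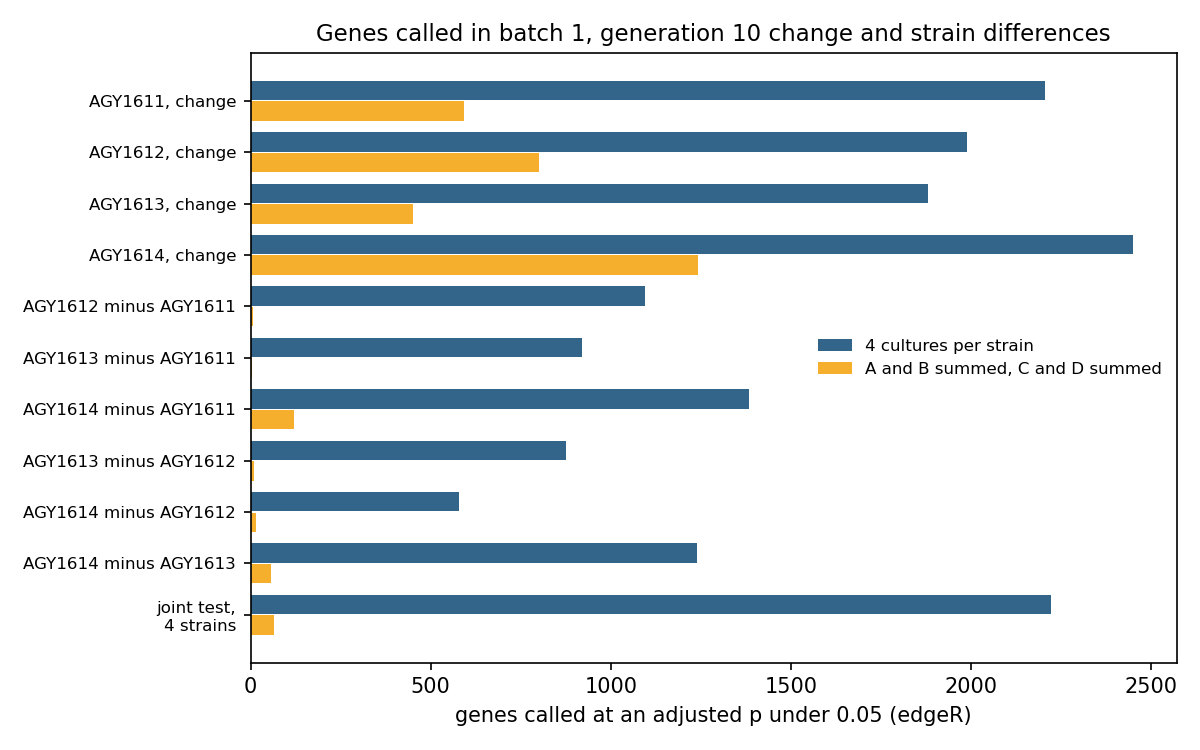
Genes called at an adjusted p under 0.05 in batch 1 for the generation 10 change of each strain and for the differences between strains, with 4 cultures per strain (blue) and with cultures A and B summed and C and D summed (yellow). The counts for a change were 1882 to 2449 with 4 cultures and 452 to 1242 with summed cultures, and those for a pair of strains were 578 to 1383 and 3 to 119.

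With at least 50 counts at generation 0, 401 genes were called lower and 203 higher in all 4 strains of batch 1, and 132 lower and 6 higher in all 6 strains of batch 2. Of the 4547 genes tested in both batches, 129 were lower in every strain of both and 3 were higher: GLC7, LCB1 and ATP15, which were named because they were few. These lists are not independent, because AGY1611 and AGY1613 are in both batches and their replicates 2 and 3 follow the batch 1 cultures. With summed cultures, the numbers for batch 1 were 167 lower and 11 higher at any count. In batch 1, with the 4 cultures counted separately, 336 genes were called in opposite directions in different strains, of 3808 called in any strain. In batch 2 there were 24 of 2048. The number for batch 1 was not computed with summed cultures. It therefore does not separate opposite effects of strains from differences between the groups of cultures.

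MET14 (YKL001C, chromosome XI) was among the 5 genes with the lowest mean change in both batches. In batch 1 it fell from 276 ± 11.5 to 22.2 ± 13.2 CPM (SD, n = 4) in AGY1611, with a log2 change of -3.61 (SE 0.32, edgeR adjusted p 5.54e-10), and with log2 changes from -5.72 to -3.57 over the 4 strains. Its mean over the strains was -4.25, and it was still called in all 4 with summed cultures (largest adjusted p 0.000185). In batch 2 its counts at generation 10 were 0 to 22 per library, from 655 to 2384 at generation 0. The other 4 genes lowest in batch 1 were CCT3 (YJL014W), PMP3 (YDR276C), FPK1 (YNR047W) and TRE1 (YPL176C). They had 28 to 247 counts per library at generation 0 and 0 to 13 at generation 10, so their fitted changes depend on the prior count of the fit. With summed cultures PMP3, FPK1 and TRE1 were still called in all 4 strains (largest adjusted p 0.0422), and CCT3 was not (0.0734). The lowest in batch 2 were CCT3, MET14, SAM3 (YPL274W), EFM5 (YGR001C) and LOC1 (YFR001W). CCT3 had no count at generation 10 in AGY1859, AGY1860 or AGY1862, which put its fall at least 11.7-fold, 10.8-fold and 9.67-fold lower. SAM3, EFM5 and LOC1 had 240 to 1737 counts per library at generation 0 and 0 to 26 at generation 10.

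GLC7 (YER133W, chromosome V) had the highest mean change in both batches. In batch 1 its mean log2 change over strains was 2.20 (SD 0.90, n = 4 strains), from 1.35 in AGY1612 to 3.44 in AGY1614, where it rose from 210 ± 6.08 to 2274 ± 560 CPM (SD, n = 4). In batch 2 the mean was 2.29 (SD 1.04, n = 6 strains), and its smallest change was 1.08 in AGY1613 (SE 0.37, adjusted p 0.0453). That call was lost with DESeq2 in place of edgeR (largest adjusted p over the strains 0.0581), and over all alternatives of processing it was lost also with its size factors (0.0528), with library size alone (0.0598) and in fits to single comparisons (0.155). HAL5 (YJL165C, chromosome X), PAB1 (YER165W, chromosome V), GIM5 (YML094W, chromosome XIII) and HIS3 (YOR202W, chromosome XV) were the other 4 highest in batch 1, with mean changes of 2.16, 1.88, 1.55 and 1.48. With summed cultures GLC7 and HAL5 were still called in all 4 strains (largest adjusted p 0.0293 and 0.00501), whereas PAB1 (0.0587), GIM5 (0.143) and HIS3 (0.290) were not. With library size alone GIM5 was not called in all 4 strains either (largest adjusted p 0.0909). In batch 2, UBP13 (YBL067C), LCB1 (YMR296C), YOR186W and YNR014W followed, with mean changes of 1.18, 0.95, 0.78 and 0.73 over 6 strains. None of these 4 was called in all strains with library size alone (adjusted p 0.0698 to 0.152) or in fits to single comparisons (0.0807 to 0.130), and UBP13 was not with DESeq2's size factors (0.0564).

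AGY1611 and AGY1613 were measured in both batches. Of 859 genes called in AGY1611 in batch 2, 810 were called in the same direction in batch 1 (206 by chance, counting direction), and of 518 in AGY1613, 502 (107 by chance). The fitted changes correlated across 4547 genes at a Spearman value of 0.931 and 0.910, against 0.392 to 0.644 for the 43 pairs of different strains. This repeat is not independent of batch 1, because replicates 2 and 3 had the correlations of 0.934 with A and B, and C and D, given above. The fit of the difference between batches did not match cultures by the groups A, B and 2, and C, D and 3. The spread between those groups was therefore part of its error, and a low count does not show that the batches were alike. In that fit edgeR called 0 genes in AGY1611 (129 at an unadjusted p under 0.05, and 0 by DESeq2). In AGY1613 it called 1 (187 unadjusted; DESeq2 called 47), HAL5, whose rise was greater by 1.59 in batch 1 (adjusted p 0.00812). HAL5 was no longer called for this difference with a block for culture (0 genes), nor was any gene when the generation 0 library of batch 1 replicate B or of batch 2 replicate 3 was left out.

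At generation 5, edgeR called 0 genes in AGY1611 (186 at an unadjusted p under 0.05; DESeq2 called 1) and 0 in AGY1613 (242 unadjusted; DESeq2 called 12). Fits to the libraries of each comparison alone gave 235 and 230. The fit to all libraries shares 1 estimate of the spread per gene over groups that differed in spread. Its counts of 0 therefore do not show that no gene changed by generation 5. AGY1860 had 335 called genes (219 lower, 116 higher). Leaving out the generation 5 library of replicate 1 or 2 gave 201 and 174, and leaving out the generation 0 library of replicate 1, 2 or 3 gave 157, 161 and 150; with a block for culture the count was 510. AGY1861 had 118, of which 117 were higher, and the lower gene was RSC2 (log2 change -0.70, adjusted p 0.0467). With library size alone, AGY1861 had 2081 called genes, 2008 of them lower. For the departure from a constant rate, edgeR called 3 genes in AGY1611, all lower: MET14, YLR030W and SSQ1, with contrast values of -2.94, -2.70 and -2.53 (adjusted p 0.0209, 0.000654 and 0.0215). That count was 16 without the generation 10 library of replicate 3, 0 without the generation 5 library of replicate 3, and 1 without the generation 10 library of replicate 1 or 2, the generation 5 library of replicate 2 or any 1 of the 3 generation 0 libraries. In AGY1613 and AGY1860 edgeR called 0 (31 and 73 unadjusted), where DESeq2 called 19 and 22.

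In AGY1861, 5 barcodes rose more than 32-fold in share by generation 5 in all 3 cultures. SSA2 (YLL024C, chromosome XII) rose 170-fold, 273-fold and 174-fold in replicates 1, 2 and 3, and held 10.9% to 17.0% of counts at generation 5. The others were SMA1 (YPL027W), MPT5 (YGL178W), MPD1 (YOR288C) and NPY1 (YGL067W), which rose between 37.8-fold and 241-fold. All 5 had at least 110 counts at generation 0. They were chosen after their values were seen. In the 10 generation 10 comparisons of the other strains, SSA2 was called lower in 10.

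**Figure D3:**
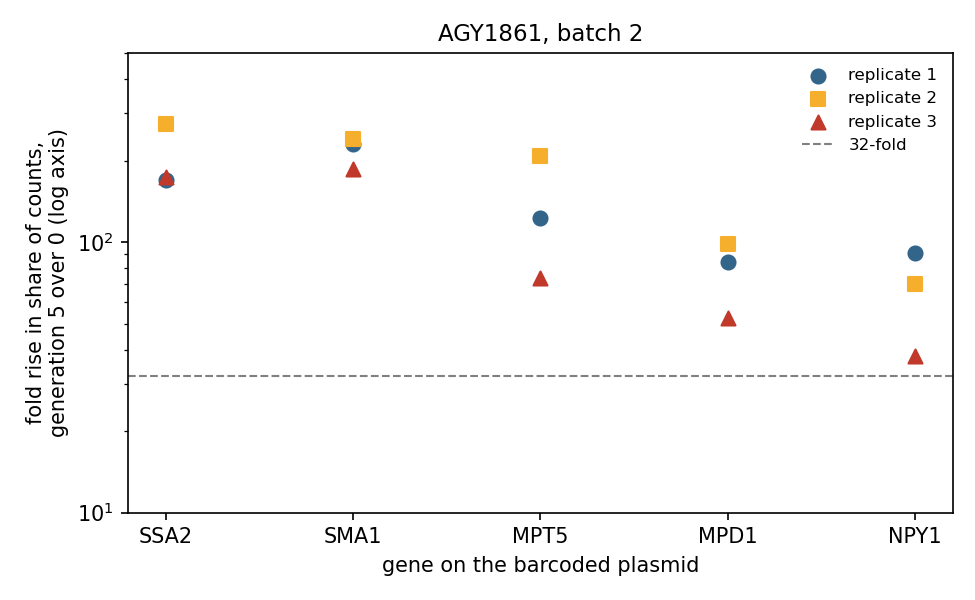
Fold rise in share of counts from generation 0 to 5 (log axis) of the 5 barcodes of AGY1861 that rose more than 32-fold in all 3 replicates, by replicate, with 32-fold as a dashed line. SSA2 rose between 170-fold and 273-fold.

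Differences between strains in the generation 10 change ask whether an extra gene copy acts differently by strain. In batch 1, edgeR called 1095 genes for AGY1612 minus AGY1611 (745 lower, 350 higher), 921 for AGY1613 minus AGY1611 (477 lower, 444 higher), 1383 for AGY1614 minus AGY1611 (791 lower, 592 higher), 875 for AGY1613 minus AGY1612 (284 lower, 591 higher), 578 for AGY1614 minus AGY1612 (196 lower, 382 higher) and 1240 for AGY1614 minus AGY1613 (687 lower, 553 higher). The joint test over the 4 strains called 2222. With cultures A and B summed and C and D summed, the pairs gave 7, 3, 119, 9, 14 and 57 in the same order and the joint test 64, and all of the genes counted for the pairs were among those called with 4 cultures. With a block for each culture, AGY1613 minus AGY1611 gave 559, AGY1613 minus AGY1612 gave 548 and AGY1614 minus AGY1612 gave 227.

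Generation 10 counts of the genes named for these differences are in the order A, B, C, D. XRN1 (YGL173C, chromosome VII) had the largest difference, 10.59 on the log2 scale for AGY1614 minus AGY1611 (SE 1.53, adjusted p 8.52e-06). Its generation 10 counts in AGY1614 were 1353 and 6360 in A and B and 11 and 19 in C and D, in AGY1611 they were 0 to 4, and in AGY1612 they were 19, 26, 34 and 56. It was the only 1 of the 12 named differences of batch 1 still called with summed cultures (adjusted p 0.0359). RRI1 (YDL216C), higher in AGY1612 than in AGY1611, had 0, 0, 213 and 297 counts in AGY1612. PEA2 (YER149C), lower in that pair, had 262, 245, 0 and 7 counts in AGY1611. FKS3 (YMR306W), higher in AGY1613 than in AGY1611, had 1, 1, 204 and 307 in AGY1613, and YHR210C, lower in that pair, had 398, 469, 9 and 26 in AGY1611. NPR1 (YNL183C), higher in AGY1614 than in AGY1613, had 235, 1473, 17 and 9 in AGY1614. PEX13 (YLR191W) had no count in AGY1614, which put its fall there at least 2.03-fold lower, against 1, 2, 90 and 136 in AGY1611 and 16, 21, 1 and 2 in AGY1613. YOL075C had no count in AGY1612 (at least 6.97-fold lower than at generation 0) and 0, 0, 25 and 78 in AGY1613. The second entry of CCR4 had no count in AGY1613 (at least 5.97-fold lower) against 16, 15, 6 and 12 in AGY1612, with no split between the sets. OSH6 (YKR003W) had none in AGY1614 (at least 2.34-fold lower) against 12, 14, 5 and 1 in AGY1612. With a block for each culture, 8 of the 12 named differences were not called (adjusted p 0.0569 to 0.386): those of RRI1, PEA2, FKS3, YOL075C and OSH6, both of PEX13, and that of XRN1 for AGY1614 minus AGY1612. Leaving out 1 library lost 2 of the 12 calls. OSH6 was not called without the AGY1614 generation 10 library of replicate B (adjusted p 0.0571). PEX13 for AGY1614 minus AGY1613 was not called in 4 of 16 such fits, with the highest adjusted p, 0.0937, without that same library.

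In batch 2, edgeR called 17 genes for AGY1613 minus AGY1611 (4 lower, 13 higher), 79 for AGY1859 (41 lower, 38 higher), 16 for AGY1860 (12 lower, 4 higher), 11 for AGY1862 (11 lower, 0 higher) and 18 for AGY1863 (16 lower, 2 higher), each minus AGY1611. The numbers at an unadjusted p under 0.05 were 516, 657, 491, 544 and 421, and DESeq2 called 66, 188, 93, 119 and 71. The joint test over 6 strains called 285. Leaving out the replicate 1 library of AGY1611 at generation 10 raised the 5 counts to 66, 151, 73, 76 and 67. The lowest counts on leaving out a library were 3 (replicate 2 of AGY1611 at generation 10, among others), 38 (replicate 1 of AGY1611 at generation 0), 8 (replicate 3 of AGY1611 at generation 0), 3 (replicate 2 of AGY1611 at generation 0) and 5 (replicate 2 of AGY1863 at generation 10). Fits to the libraries of each comparison alone gave 1, 15, 0, 1 and 5.

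FMP48 (YGR052W, chromosome VII) fell in AGY1611 from 241 ± 5.34 to 52.6 ± 20.5 CPM (SD, n = 3) and went from 245 ± 18.3 to 295 ± 38.0 CPM in AGY1613 (n = 3), a log2 difference of 2.48 (SE 0.58, adjusted p 0.0362). Its difference for AGY1863 minus AGY1611 was 2.40 (SE 0.57, adjusted p 0.0385). Neither was called in fits to single comparisons (0.0597 and 0.0605). CCW12 (YLR110C, chromosome XII) fell more in AGY1863, from 249 ± 6.99 to 4.34 ± 4.14 CPM, than in AGY1611, from 258 ± 2.22 to 113 ± 40.4 CPM (SD, n = 3 each), a log2 difference of -4.82 (SE 0.62, adjusted p 2.61e-06). MDV1 (YJL112W), highest for AGY1860, rested on replicate 3, with 43976 counts against 644 and 746. Without that library its difference was 0.83 and not called. The same barcode rose 74.0-fold in share by generation 5 in replicate 3 of AGY1861, against 1.04-fold and 0.98-fold in replicates 1 and 2. Whether the rises in these 2 strains have a shared source was not tested. OAZ1 (YPL052W) had 2 to 3 counts in AGY1613 against 11 to 176 in AGY1611 (log2 difference -5.20, adjusted p 0.0497), and QNS1 (YHR074W) had 11, 142 and 335 in AGY1859 against 4 to 7 in AGY1611. PPZ2 (YDR436W) had none in AGY1859 (at least 15.8-fold lower) and CUS1 (YMR240C) none in AGY1860 (at least 9.73-fold lower). SIS1 (YNL007C) had 0 to 1 in AGY1862 and 58, 0 and 48 in AGY1611. With a block for culture, none of OAZ1, QNS1, PPZ2, MDV1, CUS1 and SIS1 was called. On leaving out 1 library at a time, 8 of the 9 named differences of batch 2 lost their call in at least 1 of 12 fits, and CCW12 for AGY1863 kept its own in all (highest adjusted p 0.000152). Calls were lost in 11 fits for OAZ1, 10 for QNS1, 8 for PPZ2, 6 for CUS1, 5 for MDV1, 1 for SIS1, and 9 and 10 for FMP48 in AGY1613 and AGY1863. The highest adjusted p was 0.161 for OAZ1, 0.161 and 0.156 for FMP48 and 0.0964 for CUS1, all without the AGY1611 generation 10 library of replicate 2. It was 0.170 for PPZ2 without that of AGY1611 replicate 3, 0.165 for QNS1 without that of AGY1859 replicate 3, 0.781 for MDV1 without that of AGY1860 replicate 3, and 0.0562 for SIS1 without the AGY1611 generation 0 library of replicate 2. The other genes behind counts of 5 or fewer, chosen after their values were seen, were DPP1, CCW12 and STM1 (lower in AGY1613, by -1.54, -3.84 and -1.70), BUD31, HAL5 and HOR7 (higher in AGY1860, by 1.98, 2.36 and 1.82) and ZDS1 (higher in AGY1863, by 1.46).

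For genes called lower in both AGY1611 and AGY1613 in the other batch, the mean of the culture medians in batch 1 (229 genes) was -2.30 ± 0.40 in AGY1611, -2.95 ± 0.11 in AGY1612, -2.51 ± 0.16 in AGY1613 and -2.51 ± 0.44 in AGY1614 (SD, n = 4). In batch 2 (585 genes) it was -2.15 ± 0.52 in AGY1611, -1.55 ± 0.33 in AGY1613, -1.56 ± 0.33 in AGY1859, -2.05 ± 0.13 in AGY1860, -1.69 ± 0.14 in AGY1862 and -1.80 ± 0.10 in AGY1863 (SD, n = 3). These lists are not independent of AGY1611 and AGY1613, because their replicates 2 and 3 follow the batch 1 cultures. In batch 2, replicate 1 of AGY1611 was at -1.67, against -2.70 and -2.08 in replicates 2 and 3. In AGY1613 it was at -1.17, against -1.76 and -1.71. AGY1612 differed from AGY1611 by -0.65 and AGY1613 from AGY1612 by 0.44 (exact permutation p 0.0286 each, adjusted over the 6 pairs 0.0857), so neither passed the correction. The other 4 pairs had an exact p of 0.143 to 1. The 5 differences of batch 2 had an exact p of 0.2 to 0.8, where 3 against 3 cultures cannot go below 0.1. With A and B, and C and D, averaged, 2 against 2 cannot go below 0.333. With lists from strains that only the other batch holds, 2 of the differences changed sign and 9 did not. With the 510 genes called lower in AGY1611 alone in batch 2 as the list, AGY1613 minus AGY1611 in batch 1 went from -0.20 to 0.33 and AGY1612 minus AGY1611 from -0.65 to -0.47 (exact permutation p 0.0571).

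Set tests asked whether genes of a chromosome or a class changed together. At generation 10, camera called 0 of 200 tests (13 at an unadjusted p under 0.05; smallest adjusted p 0.119); an estimated correlation called 0 and fry 150. For strain differences camera called 1 of 220 (6 unadjusted), the cytosolic ribosomal proteins for AGY1860 minus AGY1611 in batch 2. The median difference of these 124 genes was 0.41 higher than that of the other genes (mean 0.44, adjusted p 0.000913). The set's median change relative to the other genes was 0.34, 0.37 and 0.15 in the 3 AGY1860 cultures and -0.10, -0.07 and 0.00 in the 3 AGY1611 cultures. The call held under fry (adjusted p 0.0005), which called 58 tests of the 220, and under an estimated correlation (0.016), which called 1.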

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

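Of the tests in this part, the correlations of shared cultures, the generation 0 noise, the comparison of agreement within and between strains, the summed cultures, the counts and pools of the empty vector, the tests of the ribosomal set and all counts of other splits were chosen only after the results were seen.

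The changes from generation 0 to 10 differed between strains. In batch 1, edgeR called 1095 genes for AGY1612 minus AGY1611, 921 for AGY1613 minus AGY1611, 1383 for AGY1614 minus AGY1611, 875 for AGY1613 minus AGY1612, 578 for AGY1614 minus AGY1612 and 1240 for AGY1614 minus AGY1613, and the joint test called 2222. Of the 35 splits of each pair's 8 cultures, 1 gave as many genes, the real split, so chance can be excluded if the cultures are taken as independent. The largest numbers from other splits were 457, 799, 829, 323, 492 and 659. Only 3 of the 35 splits kept A with B and C with D, and 1 of those 3 gave as many, so chance cannot be excluded at the level of these sets. For the joint test, 1 of 100 drawn splits gave as many (the largest other gave 521). With A and B summed and C and D summed, the pairs gave 7, 3, 119, 9, 14 and 57 genes and the joint test 64.

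A candidate explanation for the excess of calls with 4 cultures is that A and B, and C and D, each grew from the same transformation of the plasmid library, and that each transformation had its own history per barcode. The labels give 2 transformations for the 4 replicates without pairing them. The mean correlation of 0.934 between batch 2 replicates 2 and 3 and the matching batch 1 cultures is what a shared transformation would give. Noise of the generation 0 libraries cannot account for the split between the sets: the median chi-square per degree of freedom at generation 0 was 6.38 between the sets against 4.71 within them, and at generation 10 it was 89.7 against 6.49. A loss of generation 0 DNA that is not in growing cells, complete by generation 5, would leave the difference between the sets unchanged from generation 5 to 10, but it grew by a ratio of 2.49 in AGY1613 and 3.19 in AGY1611. If each barcode descended from a few founding transformants per pool, rarer barcodes would vary more between pools, with a log-log slope of the variance on abundance near -1. The median slope over the 4 strains was -0.81 (-1.03, -0.85, -0.78 and, midway between -1 and 0, -0.55 in AGY1611), which is consistent with that explanation but does not single it out. Which mutations or other differences the founders carried was not tested.

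The repeat of strain differences across batches is not independent of these sets. For AGY1613 minus AGY1611, the batch 2 difference in replicates 2 and 3, which match the batch 1 sets, had Pearson correlations with batch 1 across 4658 genes of 0.720 and 0.598 (Spearman 0.675 and 0.544), and 92.5% and 91.5% of the 921 called genes had the same sign. In replicate 1 the Pearson correlation was 0.115 (Spearman 0.127) and the share 59.1%. This may mean that most of the called difference belongs to the pools and not to the strains. A strain-specific part is not excluded: in batch 2, where the labels give each replicate its own transformation, the mean Spearman correlation within strains exceeded that between strains by 0.0396 (0.422 against 0.382, permutation p 1e-05, the smallest that 100000 permutations can give). With each pool of both batches counted once, the excess was 0.0278 (p 0.00055). It was not in every strain: in that setting AGY1862 was less alike within than to other strains (0.357 against 0.385). AGY1859 hardly differed (0.372 against 0.368), while AGY1612 had the largest excess (0.617 against 0.474). AGY1611 (0.455 against 0.429), AGY1613 (0.433 against 0.392) and AGY1863 (0.450 against 0.423) had a smaller excess. AGY1614 (0.579 against 0.454) and AGY1860 (0.482 against 0.419) lay between. Pairs of cultures from different sets also went both ways. In batch 1, A or B with C or D averaged 0.396 in AGY1611 and in AGY1613, and 0.604 and 0.555 in AGY1612 and AGY1614. Between strains the mean was 0.440, taken over all pairs of strains of batch 1, so it is not specific to AGY1611 or AGY1613. Across batches, different strains averaged 0.407, the same strain 0.452 with replicate 1 and 0.375 in the remaining pairs. Any strain-specific part was therefore small on average and was not seen in every strain. Karyotype and SSD1 state, the biological differences that the series names, and handling that all cultures of a strain shared remain open.

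In batch 2, edgeR called 17 genes for AGY1613 minus AGY1611, 79 for AGY1859, 16 for AGY1860, 11 for AGY1862 and 18 for AGY1863, and 285 in the joint test. For AGY1862, 2 of 10 splits gave as many (12 from the other), and for the others 1 of 10 (at most 0, 10, 1 and 4 from the other splits of AGY1613, AGY1859, AGY1860 and AGY1863). With 10 splits the share is never under 0.1, so splits cannot exclude chance here whatever the counts. The test of single genes can: CCW12 in AGY1863 had an adjusted p of 2.61e-06 and stayed called on leaving out each library (highest 0.000152). For the joint test, 1 of 100 drawn splits gave as many (the largest other gave 114), so chance can be excluded there. The joint count ranged from 167 without the replicate 3 library of AGY1859 at generation 0 to 464 without the replicate 3 library of AGY1862 at generation 10. Between batches, 1 gene was called in AGY1613, and 4 of 35 splits gave as many, so chance cannot be excluded. In AGY1611, with 0 calls by edgeR (129 at an unadjusted p under 0.05, 0 by DESeq2), 35 of 35 splits gave as many, as any splits would with a count of 0, so this decides nothing. In both strains the split of A, B and replicate 2 against C, D and replicates 1 and 3 gave the largest number, 2270 in AGY1611 and 2011 in AGY1613, which follows the sets seen in the correlations. The fit did not match cultures by set, so that spread limits what the counts of 0 and 1 can show about the batches. For the departure from a constant rate, edgeR called 3 genes in AGY1611, and 23 of 100 drawn splits gave as many, so chance cannot be excluded. In AGY1613 and AGY1860, with 0 calls (31 and 73 unadjusted, 19 and 22 by DESeq2), 100 of 100 did, which a count of 0 fixes in advance. No biological explanation was tested for these counts.

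The cytosolic ribosomal proteins stood out in AGY1860 minus AGY1611 in batch 2, by 0.41 relative to the other genes. The value with library size alone, 0.421, decides nothing about scaling between libraries, because a factor per library cancels when the set is compared with the other genes. Barcodes with few counts are not the cause, since the difference was 0.432 among genes with a mean of at least 50 counts at generation 0. It did not rest on 1 culture of AGY1860: the lowest AGY1860 culture lay 0.146 above the highest AGY1611 culture. In AGY1613 the set fell relative to the other genes, by -0.34, -0.25 and -0.31 in the 3 cultures, and in AGY1862 its values were 0.04, 0.34 and 0.17, so AGY1860 was not the only strain with a rise. Of 10 splits of the 6 cultures, 1 gave as small a p (the real 4.15e-06, the next 0.00185), so splits cannot exclude chance, since 10 never give a share under 0.1. A strain difference in tolerance of an extra ribosomal protein gene may underlie it, and plasmid-level effects shared by these genes remain open and were not tested.

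For the genes that fell in the other batch, the list change differed by -0.65 between AGY1612 and AGY1611 and by 0.44 between AGY1613 and AGY1612 (exact permutation p 0.0286 each, adjusted 0.0857). Neither passed the correction. The first was -0.47 with the list from AGY1611 alone and lay between -0.74 and -0.45 when 1 culture was left out; its p was over 0.05 without AGY1612 culture A, B or C (-0.61, -0.62 and -0.65). Shared transformations may make the 4 cultures count for fewer, and at 2 against 2 the smallest p possible is 0.333.

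Among 160 groups of 4 values in batch 1, 11 (6.88%) held a value far from the other 3, where chance gives about 1 in 20. The AGY1612 generation 0 library of replicate D had 1.30% of counts in its 10 most abundant barcodes (others 1.33% to 1.34%), and that of AGY1614 replicate D had a total of 5940800 counts (others 4960257 to 5104299). The other 9 were single genes in CPM. MET14 in AGY1611 generation 10 replicate D was at 42.0 (others 14.9 to 16.4), and PMP3 in the same library at 3.47 (others 0 to 0.592). TRE1 was at 13.5 in AGY1613 generation 0 replicate C (others 9.55 to 9.64), 12.8 in AGY1614 generation 0 replicate B (others 8.99 to 9.08) and 1.05 in AGY1614 generation 10 replicate B (others 0). FKS3 was at 15.4 in AGY1611 generation 0 replicate A (others 10.7 to 10.9), YHR210C at 31.8 in AGY1613 generation 0 replicate B (others 26.7 to 27.6), NPR1 at 15.4 in AGY1614 generation 0 replicate C (others 12.6 to 13.0) and at 6.92 in AGY1613 generation 10 replicate D (others 0). No cause was tested for these values, and leaving out the AGY1611 generation 10 replicate D library gave 2296 called genes in that strain against 2205.

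The empty vector, which the comparisons above do not test, changed its share from generation 0 to 10. Its mean log2 change was 1.64 ± 0.99 in AGY1611, 1.51 ± 1.02 in AGY1612, 1.44 ± 0.37 in AGY1613 and 2.11 ± 1.79 in AGY1614 in batch 1 (SD, n = 4). In batch 2 it was -1.45 ± 2.38 in AGY1611, -1.77 ± 1.47 in AGY1613, -0.23 ± 0.37 in AGY1859, -1.94 ± 0.64 in AGY1860, 1.77 ± 0.53 in AGY1862 and -0.17 ± 1.27 in AGY1863 (SD, n = 3). Counting error at generation 0 cannot explain the rise in batch 1, where its lowest count was 74. Nor can it explain the fall in AGY1860 and the rise in AGY1862, where that was 199. The generation 0 share itself varied: in AGY1614 it was 0.0015% in C and 0.026% in D. At generation 10 they were at 0.030% and 0.038%, so their rises of 4.74 and 0.87 differed mainly by the starting share. The largest rises of batch 1, 4.74, 3.01 and 3.01, were in the cultures with its lowest generation 0 counts, 74, 128 and 82. The size of these rises is therefore no measure of growth alone. In AGY1611 and AGY1613 of batch 2 the falls lay mainly in replicate 3, from 56 to 0 and from 104 to 2 counts, where an unchanged share would have given 21.1 and 29.1, so few counts cannot explain them. In replicate 1, with 2 and 12 counts at generation 0 and 0 at generation 10, a fall cannot be told apart from few counts, and replicate 2 changed by 0.15 and -0.24. A cost of carrying an insert on the plasmid would raise the empty vector in every pool, and the falls in AGY1860 speak against that as the only influence. The history of a transformation shared across batches cannot account for the falls in replicate 3, if replicate 3 shares its transformation with C and D as the correlations argue. In AGY1613 the log2 change there was -3.18, whereas C and D rose by 1.58 and 1.88, a gap of at least 4.76. In AGY1611, C and D rose by 1.68 and 3.01, while replicate 3 went from 56 to 0 counts. Its value of -4.18, and the strain mean of -1.45 that includes it, depend on the pseudocount, so no gap is given for AGY1611. What differed between the batches was not tested. No biological explanation was tested.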

How the results depend on the processing

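Of the alternatives in this part, summing cultures A and B and cultures C and D, and the lists from strains that only the other batch holds, were chosen only after the data were seen. Where no reason is given for a change, the cause was not tested.

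All 10 counts of the generation 10 change and all 11 counts of pairwise strain differences were within 1.5 times their value without the filter on low counts and with a minimum mean of 50 counts at generation 0. Over all counts and list differences, 32 of 32 stayed so without the filter and 45 of 45 with the minimum.

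With A and B summed and C and D summed, which leaves 2 replicates per strain, the generation 10 counts of batch 1 were 592, 800, 452 and 1242 in AGY1611, AGY1612, AGY1613 and AGY1614, the strain differences were 7 (AGY1612 minus AGY1611), 3 (AGY1613 minus AGY1611), 119 (AGY1614 minus AGY1611), 9 (AGY1613 minus AGY1612), 14 (AGY1614 minus AGY1612) and 57 (AGY1614 minus AGY1613), and the joint test gave 64. Fewer replicates lower a count by themselves, and how much of the fall is due to that was not tested. Of 22 named results of batch 1, 7 were still called, 15 were not, and 0 reversed.

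With DESeq2, generation 5 gave 1 gene in AGY1611 and 12 in AGY1613, the departure from a constant rate 17 in AGY1611, 19 in AGY1613 and 22 in AGY1860, and the batch difference of AGY1613 47. The batch 2 differences from AGY1611 were 66 for AGY1613, 188 for AGY1859, 93 for AGY1860, 119 for AGY1862 and 71 for AGY1863, and the joint test gave 553. In edgeR with DESeq2's size factors, AGY1862 minus AGY1611 gave 7. With library size alone, AGY1861 at generation 5 gave 2081 genes, 2008 of them lower: there the 10 most abundant barcodes took 25.1% to 38.6% of counts, which lowers the share of all others. The same setting gave 3 for the rate in AGY1613, 1102 for AGY1614 minus AGY1612 in batch 1 and 3 for the batch difference of AGY1613.

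With a block for each culture, generation 5 gave 1 gene in AGY1613 and 510 in AGY1860, the batch 1 differences were 559 for AGY1613 minus AGY1611, 548 for AGY1613 minus AGY1612 and 227 for AGY1614 minus AGY1612, and the batch difference of AGY1613 was 0. In fits to the libraries of each comparison alone, generation 10 gave 264 in AGY1859 and 369 in AGY1862, and generation 5 gave 235 in AGY1611, 230 in AGY1613, 517 in AGY1860 and 528 in AGY1861 (238 lower, 290 higher). Those fits gave 0 for the rate in AGY1611, 1 for AGY1613 minus AGY1611 in batch 2, 15 for AGY1859, 0 for AGY1860, 1 for AGY1862, 5 for AGY1863 and 90 in the joint test of batch 2. Such a fit estimates the spread from its own libraries only, which are fewer. The fit to all libraries shares 1 estimate of the spread per gene over groups that differed in spread. Median SDs of log2 CPM in batch 2 were 0.06 to 0.11 at generation 0 and 0.30 to 0.46 at generation 5. At generation 10 they were 0.49 to 0.60. The generation 5 counts rose in these fits, and the generation 10 counts of AGY1859 and AGY1862 fell. The cause of each change was not tested. With a gene's 2 entries summed, the rate in AGY1611 gave 1 and the batch difference of AGY1611 gave 1. With fry, set tests gave 150 at generation 10 (140 lower, 10 higher) and 58 for strain differences (36 lower, 22 higher).

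List differences near 0 changed sign. AGY1614 minus AGY1613 in batch 1, -0.002 as reported, was 0.047 with a pseudocount of 0.5 CPM, 0.111 with the mean over the list, 0.002 with entries summed, 0.114 with the list from strains that only the other batch holds, and -0.576 with the list from AGY1611 alone (exact permutation p 0.0286). With that last list AGY1612 minus AGY1611 was -0.475 and AGY1613 minus AGY1611 0.328. AGY1860 minus AGY1611 in batch 2, 0.097 as reported, was -0.092 with the list from strains that only the other batch holds.

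Leaving out 1 library or culture at a time, where a lone or smaller group is assumed to vary like the others, moved 86 counts more than 1.5 times, none of them a count of batch 1 alone; 5 list differences reversed and 3 lost their unadjusted p under 0.05. The ranges were 574 to 1137 genes for AGY1611 at generation 10 of batch 2, 304 to 596 for AGY1613, 436 to 860 for AGY1859, 150 to 260 for AGY1860 at generation 5 (335 with all libraries), 0 to 16 for the rate in AGY1611, 0 to 6 for that in AGY1613 and 0 to 6 for the batch difference of AGY1613. For the batch 2 differences from AGY1611 they were 3 to 66 for AGY1613, 38 to 162 for AGY1859, 8 to 73 for AGY1860, 3 to 80 for AGY1862 and 5 to 67 for AGY1863, and 167 to 464 for the joint test. List differences ranged from -0.744 to -0.452 for AGY1612 minus AGY1611, from -0.154 to 0.148 for AGY1614 minus AGY1613 and from -0.178 to 0.337 for AGY1860 minus AGY1611.

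The libraries behind these ranges were as follows, by comparison. AGY1613 minus AGY1611 in batch 2 was 3 without any generation 0 library of either strain or the AGY1611 generation 10 library of replicate 2, 8 without the AGY1613 generation 10 library of replicate 2, and 66 and 38 without the AGY1611 generation 10 libraries of replicates 1 and 3. AGY1859 minus AGY1611 was 38, 38 and 39 without the AGY1611 generation 0 libraries of replicates 1, 2 and 3, 43, 41 and 38 without those of AGY1859, 151 and 47 without the AGY1611 generation 10 libraries of replicates 1 and 2, and 130 and 162 without the AGY1859 generation 10 libraries of replicates 1 and 2. AGY1860 minus AGY1611 was 9, 9 and 8 without the AGY1611 generation 0 libraries, 10 without the AGY1860 generation 0 library of replicate 1, 73 and 28 without the AGY1611 generation 10 libraries of replicates 1 and 3, and 30 without the AGY1860 generation 10 library of replicate 3. AGY1862 minus AGY1611 was 5, 3 and 6 without the AGY1611 generation 0 libraries, 6 without any AGY1862 generation 0 library, 76, 7 and 30 without the AGY1611 generation 10 libraries and 27, 25 and 80 without those of AGY1862. AGY1863 minus AGY1611 was 8, 10 and 8 without the AGY1611 generation 0 libraries, 9, 11 and 9 without those of AGY1863, 67 without the AGY1611 generation 10 library of replicate 1, and 5 and 33 without the AGY1863 generation 10 libraries of replicates 2 and 3. The joint test of batch 2 was 187 and 189 without the AGY1613 generation 0 libraries of replicates 1 and 3, 186, 173 and 167 without those of AGY1859, 189 without that of AGY1860 replicate 1, 458 and 443 without the generation 10 libraries of replicate 1 of AGY1611 and AGY1859, and 432 and 464 without those of AGY1862 replicates 1 and 3. At generation 10, AGY1611 was 574 without its generation 10 library of replicate 2, AGY1613 340, 323 and 304 without its generation 0 libraries, and AGY1859 436 without its generation 0 library of replicate 3. AGY1860 at generation 5 was 157, 161 and 150 without its generation 0 libraries and 201 and 174 without its generation 5 libraries of replicates 1 and 2. The rate in AGY1613 was 6 without the generation 5 library of replicate 1 and 1 without the generation 10 library of replicate 2 or 3, and the rate in AGY1611 had the values given in the report. The batch difference of AGY1613 was 0 without the generation 0 library of batch 1 replicate B or batch 2 replicate 3, 2 without the generation 10 library of batch 1 replicate C or D or batch 2 replicate 2, and 3 and 6 without those of batch 2 replicates 1 and 3. The list difference AGY1612 minus AGY1611 was -0.613, -0.624 and -0.650 without AGY1612 cultures A, B and C. AGY1614 minus AGY1613 was 0.017 and 0.065 without AGY1613 cultures B and D, and 0.148 and 0.098 without AGY1614 cultures B and C. AGY1860 minus AGY1611 was -0.178 without AGY1611 replicate 2. The cause was not tested.

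Depth limits what can be seen of genes that fell: with 457053 to 3506174 counts per library at generation 10, many named genes that fell were at 0 to 26 counts, and their falls are lower bounds or depend on the prior count of the fit.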

Other observations

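Of the tests in this part, those of the size of the rise, of the generation 0 counts and of the shares in other libraries for AGY1861, and all counts of other splits, were chosen only after the results were seen.

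In AGY1861, 5 barcodes rose more than 32-fold in share in 5 generations in all 3 cultures, which the labels place in separate transformations. A lineage that divided at 2 times the mean rate of the culture would rise 32-fold in that time, so growth at no more than 2 times the mean rate cannot account for them. SSA2 would need 7.41 to 8.09 divisions more than the mean of the culture, which went through 5. Few counts at generation 0 cannot account for the rise either, since the lowest of these barcodes had 110 counts. Plasmids that rise in every strain are excluded as well: of the 10 generation 10 comparisons of the other strains, none of the 5 barcodes was called higher in more than 3, and SSA2 was called lower in 10. Carry-over from, or a swap with, another of the libraries analysed is excluded too: the 5 barcodes together held 19.7% to 30.6% of counts in these 3 libraries and at most 0.159% in any of the other 80. A sample from outside the series under this label, contamination from such a source, a culture mean much slower than the fastest cells, or a change in plasmid copy number may each contribute. No generation 10 library of this strain was analysed here, and these were not tested. A strain-specific benefit of an extra SSA2 copy, which would be the biological explanation, stays open and untested.

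Other splits of the libraries gave the following for the counts of the generation 10 and generation 5 changes. In batch 1, 1 of 35 splits gave as many genes in AGY1611, AGY1612, AGY1613 and AGY1614, the real split (the largest others gave 411, 0, 192 and 296), so chance can be excluded if the libraries are taken as independent. In batch 2, 1 of 10 splits gave as many at generation 10 in each of the 6 strains, the real split (the largest others gave 0, 0, 28, 4, 8 and 2 in AGY1611, AGY1613, AGY1859, AGY1860, AGY1862 and AGY1863), and at generation 5 in AGY1860 and AGY1861 (0 and 5). With 10 splits the share is never under 0.1, so splits cannot exclude chance here whatever the counts. The test of single genes can: MET14 fell at generation 10 in all 6 strains with adjusted p of at most 8.92e-12. For AGY1611 and AGY1613 at generation 5, with 0 calls by edgeR (186 and 242 at an unadjusted p under 0.05; 1 and 12 by DESeq2), 10 of 10 splits gave as many, as any splits would with a count of 0, so this decides nothing.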
